# Metabolic and transcriptome responses of RNAi-mediated *AMPKα* knockdown in *Tribolium castaneum*

**DOI:** 10.1186/s12864-020-07070-3

**Published:** 2020-09-23

**Authors:** Heng Jiang, Nan Zhang, Caihong Ji, Xiangkun Meng, Kun Qian, Yang Zheng, Jianjun Wang

**Keywords:** *Tribolium castaneum*, AMPK, RNA interference, Transcriptome, Lipid metabolism, Carbohydrate metabolism IIS pathway

## Abstract

**Background:**

The AMP-activated protein kinase (AMPK) is an intracellular fuel sensor for lipid and glucose metabolism. In addition to the short-term regulation of metabolic enzymes by phosphorylation, AMPK may also exert long-term effects on the transcription of downstream genes through the regulation of transcription factors and coactivators. In this study, RNA interference (RNAi) was conducted to investigate the effects of knockdown of *TcAMPKα* on lipid and carbohydrate metabolism in the red flour beetle, *Tribolium castaneum*, and the transcriptome profiles of dsTcAMPKα-injected and dsEGFP-injected beetles under normal conditions were compared by RNA-sequencing.

**Results:**

RNAi-mediated suppression of *TcAMPKα* increased whole-body triglyceride (TG) level and the ratio between glucose and trehalose, as was confirmed by in vivo treatment with the AMPK-activating compound, 5-Aminoimidazole-4-carboxamide1-β-D-ribofuranoside (AICAR). A total of 1184 differentially expressed genes (DEGs) were identified between dsTcAMPKα-injected and dsEGFP-injected beetles. These include genes involved in lipid and carbohydrate metabolism as well as insulin/insulin-like growth factor signaling (IIS). Real-time quantitative polymerase chain reaction analysis confirmed the differential expression of selected genes. Interestingly, metabolism-related transcription factors such as sterol regulatory element-binding protein 1 (SREBP1) and carbohydrate response element-binding protein (ChREBP) were also significantly upregulated in dsTcAMPKα-injected beetles.

**Conclusions:**

AMPK plays a critical role in the regulation of beetle metabolism. The findings of DEGs involved in lipid and carbohydrate metabolism provide valuable insight into the role of AMPK signaling in the transcriptional regulation of insect metabolism.

## Background

The survival of all organisms depends on the maintenance of energy homeostasis. AMP-activated protein kinase (AMPK) is a cellular energy sensor conserved across all eukaryotic species [13]. As a serine/threonine protein kinase complex, AMPK consists of a catalytic subunit α and two regulatory subunits, β and γ, and is activated in response to energy stress by sensing increases in ADP/ATP and AMP/ATP ratios, which leads to the activation of ATP-generating catabolic pathways including glycolysis and fatty acid oxidation and the inhibition of ATP-consuming anabolic pathways such as gluconeogenesis, fatty acid and protein synthesis [17]. While nucleotide-dependent phosphorylation of Thr172 in the α subunit by liver kinase B1 (LKB1) is the principal event required for full activation of AMPK in mammalian cells [19, 70], several studies have revealed the nucleotide-independent regulation of AMPK via the phosphorylation of Thr172 by calcium/calmodulin-dependent kinase kinase 2 in mammals (CAMKK2) [20, 23, 69].

Lipids and carbohydrates are major sources for energy storage and supply in cells. Under aerobic conditions, most energy is derived from fatty acids oxidation and the rest of energy is obtained from glucose oxidation. In contrast, glycolysis plays an important role in ATP production under anoxic condition [51]. Activation of AMPK occurs in response to stress circumstances such as starvation, exercise, hypoxia and ischemia, heat shock, and oxidative stress [9, 11, 18, 45, 47, 49, 67]. It is well known that AMPK can regulate lipid and carbohydrate homeostasis via direct phosphorylation of multiple downstream effectors. Acetyl-CoA carboxylase (ACC), the first rate-limiting enzyme in fatty acid synthesis, glycerol-3-phosphate acyltransferases (GPAT), the rate-limiting enzyme in triglyceride (TG) synthesis, and 3-hydroxy-3-methylglutaryl-CoA reductase (HMGR), the rate-limiting enzyme of cholesterol biosynthesis pathway, can be inhibited by AMPK through phosphorylation in rats [8, 42, 68]. Subsequently, AMPK was found to promote lipid absorption and release by directly phosphorylating lipases like hormone-sensitive lipase (HSL) and adipocyte-triglyceride lipase (ATGL) in mice and *Caenorhabditis elegans* [1, 44, 64]. On the other hand, AMPK also stimulates glycolysis via the phosphorylation and activation of 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (PFKFB3) and 6-phosphofructo-2-kinase (PFK2) in human tissues [37, 38]. Additionally, AMPK activation was also shown to increase whole-body insulin sensitivity by phosphorylation of insulin receptor substrate-1 (IRS-1) in mouse [24] and insulin receptor (InR) in rodent muscle [10]. Given the functional attributes of AMPK in lipid and carbohydrate metabolism, AMPK is considered as an important therapeutic target for treating metabolic diseases including obesity and type 2 diabetes [43].

Although the role of AMPK in the regulation of cell metabolism is well studied in mammals, related research is still limited in insects. Notably, AMPK can regulate energy balance via modulation of transcriptional expression of metabolic enzymes in the long term, however, its downstream transcriptional pathways remains largely elusive [7]. Recently, we reported the transcriptional and post-translational activation of TcAMPKα by oxidative, heat and cold stresses in the red flour beetle, *Tribolium castaneum* [25]. In this study, RNAi was employed to determine the roles of *TcAMPKα* in lipid and carbohydrate metabolism. Comparison, annotation and classification of DEGs between dsTcAMPKα treatment and control groups were also conducted by high-throughput transcriptome sequencing to identify metabolism-related genes modulated by AMPK in *T. castaneum*.

## Results

### Effects of TcAMPKα suppression on TG, glucose and trehalose levels

RNAi was conducted to determine the effects of *TcAMPKα* knockdown on TG, glucose and trehalose levels. The injection of 20-day-old larvae with dsTcAMPKα reduced transcription levels by 95.50% ± 1.86% (ANOVA, df_2, 4_, F = 97.506, *P* value = 0.0027) on the sixth day after injection. TG measurement showed that the TG level in dsTcAMPKα group (9.03 ± 0.76 mmol/mgprot) was significantly increased by 53.49% ± 8.61% (ANOVA, df_1, 4_, F = 7.917, *P* value = 0.04813) when compared with the dsEGFP group (5.96 ± 0.78 mmol/mgprot) (Fig. 1a).

**Fig. 1:**
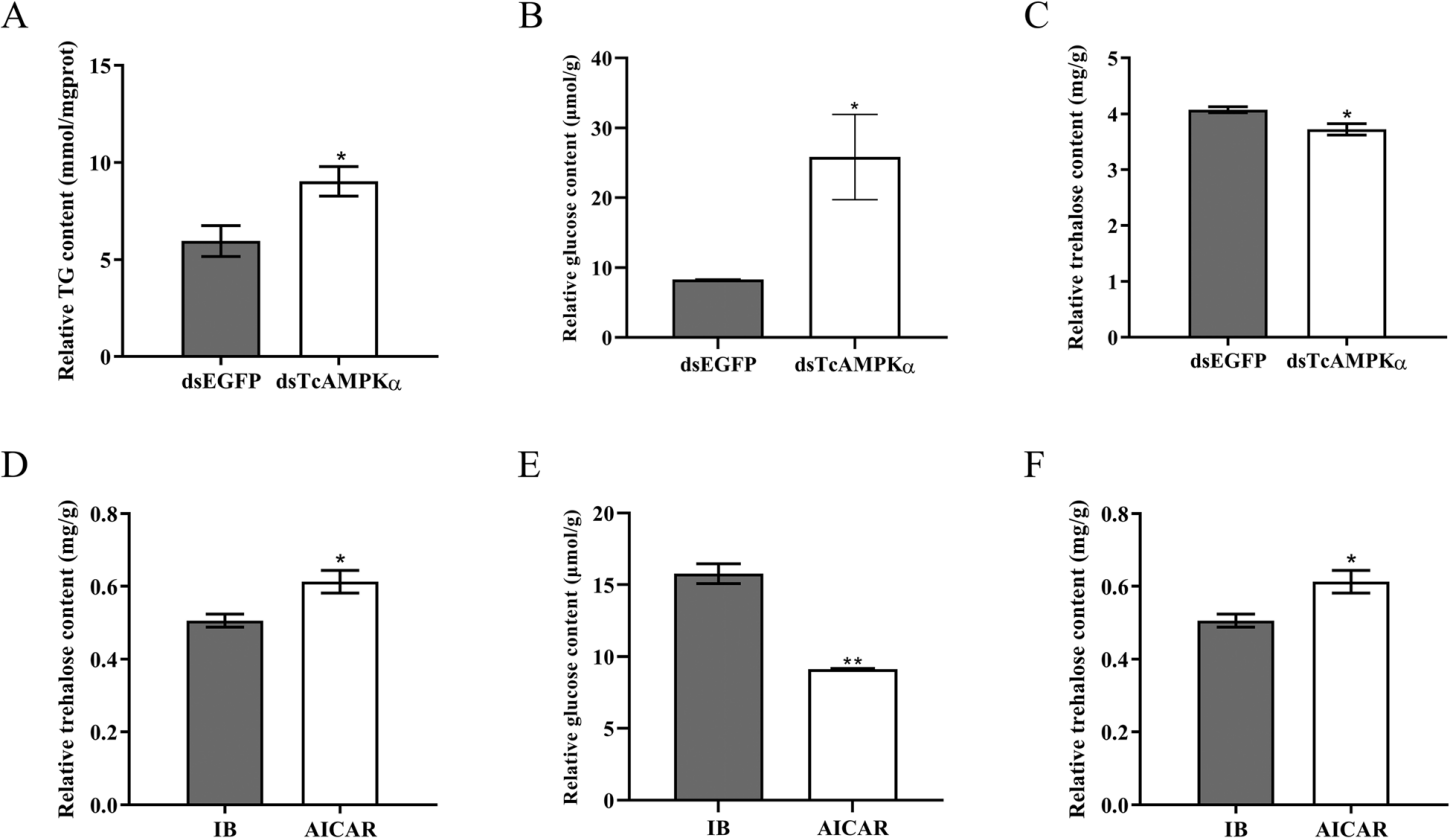
The change of TG, glucose and trehalose levels in dsTcAMPKα-treated and AICAR-treated *T. castaneum* larvae*.* **a**-**c**: Relative TG, glucose and trehalose levels of *T. castaneum* in dsTcAMPKα group compared with dsEGFP group. **d**-**f**: Relative TG, glucose and trehalose levels of *T. castaneum* in AICAR group compared with IB group. (by Student’s t-test, *p < 0.05, **p < 0.001)

Similarly, increased glucose level by 62.34% ± 11.61% (ANOVA, df_1, 4_, F = 8.196, *P* value = 0.04580) was observed in the beetles injected with dsTcAMPKα (25.85 ± 6.12 μmol/g) when compared to the control beetles (8.32 ± 0.08 μmol/g) (Fig. 1b). However, the trehalose level in dsTcAMPKα group (3.73 ± 0.10 mg/g) was significantly reduced by 8.56% ± 3.01% (ANOVA, df_1, 4_, F = 9.357, *P* value = 0.0377) than that in dsEGFP group (4.08 ± 0.05 mg/g) (Fig. 1c). These data suggested that RNAi of TcAMPKα increased TG production and the ratio between glucose and trehalose (Fig. 2a).

**Fig. 2:**
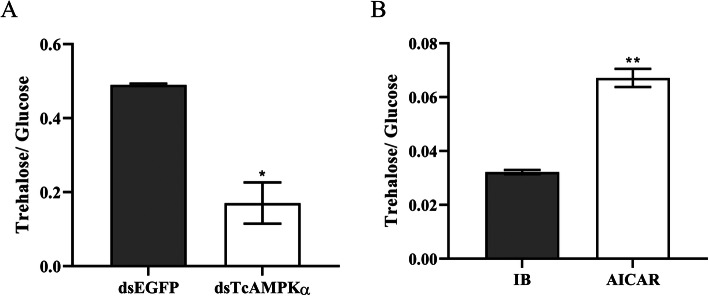
The ratio between trehalose and glucose under treatment with dsTcAMPKα and AICAR compared with control groups. (by Student’s t-test, *p < 0.05, **p < 0.001)

### Effects of AICAR treatment on TG, glucose and trehalose levels

To confirm the RNAi results, the 20-day-old larvae were treated with an activator of AMPK 5-Aminoimidazole-4-carboxamide1-β-D-ribofuranoside (AICAR), and the TG, glucose and trehalose levels were measured. The results showed that the levels of TG and glucose in AICAR group were significantly decreased by 34.60% ± 5.74% (ANOVA, df_1, 4_, F = 10.770, *P* value = 0.03045) and 41.89% ± 2.27% (ANOVA, df_1, 4_, F = 93.320, P value = 0.0006), respectively, compared with injection buffer (IB) group, whereas the trehalose level increased by 17.07% ± 4.02% (ANOVA, df_1, 4_, F = 8.910, P value = 0.0405) in beetles treated with AICAR. These data suggested that activation of TcAMPK decreased TG production and the ratio between glucose and trehalose (Figs. 1 d-f; 2b).

### Transcriptome sequence and reads mapping

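RNA-Seq was carried out on 6 libraries of T. castaneum larvae, 3 from larvae injected with double-stranded RNA against TcAMPKα and 3 from larvae injected with double-stranded RNA against EGFP, a fluorescent protein gene that the beetle does not have. According to the methods, each larva received about 200 ng of double-stranded RNA at an age of 20 days, and 10 larvae were pooled per sample 6 days later. The authors aligned the reads to the Tcas5.2 genome with HISAT2, assembled transcripts with StringTie, and deposited for each library the coverage and the FPKM of 31944 transcripts. FPKM values already include a division by transcript length and by the library's total, so no further scaling was applied in the main setting. The FPKM of the transcripts of a gene were added up, which gave 15099 genes, 783 of them without a gene name. Reads per transcript were estimated as coverage multiplied by length and divided by the read length of 150 nt. They came to 36517478, 34441302 and 37373809 for the dsEGFP replicates 1, 2 and 3, and to 37584930, 35223732 and 33518139 for the dsTcAMPKα replicates 1, 2 and 3. Differential expression was tested with limma on log2(FPKM + 1) for the 10981 genes with a mean FPKM of at least 1. The thresholds were those of the paper, a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. A fold change on this scale understates the change of genes with low FPKM. The targeted gene, listed under the symbol Snf1a with 2 transcripts on sequence NC_007422.5 of Tcas5.2 from 13631133 to 13634048, had 77.3, 74.9 and 56.9 FPKM in the dsEGFP replicates and 10.7, 7.32 and 16.3 FPKM in the dsTcAMPKα replicates. Its log2 fold change was -2.56 (standard error 0.29, adjusted p = 0.0164 from limma), and every dsTcAMPKα library lay below every dsEGFP library. With each library left out in turn the log2 fold change stayed between -2.83 and -2.30, with adjusted p values from 0.0084 to 0.0943.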

The dsTcAMPKα and dsEGFP groups were analyzed by RNA-Seq (three independent biological replicates of each treatment). A mean of 23,570,938 clean reads were generated among six independent libraries (T01-T06) (Table 1). Evaluation of clean data quality showed that the GC counts ranged from 42 to 45% and Q30 ratios were > 93%, indicating a high level of data quality. The alignment of clean reads to the reference genome database of *T. castaneum* showed that 83.50 and 77.15% reads of the dsEGFP and dsTcAMPKα groups were aligned on average, respectively (Table 2).

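The deposited tables start after alignment, so the share of clean reads that lies on the listed transcripts was computed from coverage instead. It was 84.0%, 84.5% and 70.4% in the dsEGFP replicates 1, 2 and 3, with a mean of 79.6% ± 8.02 (SD, n = 3). In the dsTcAMPKα replicates it was 77.7%, 75.9% and 66.1%, with a mean of 73.2% ± 6.20 (SD, n = 3). The ranges of the 2 groups overlapped.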

**Table 1:** Summary of the transcriptome sequencing data from the controls and dsTcAMPKα treated samples

Samples	ID	Clean Read Number	Clean Base Number	GC (%)	Q30 (%)
EGFP1	T01	21,746,430	6,523,929,000	42.79	93.39
EGFP2	T02	20,376,206	6,112,861,800	42.86	93.94
EGFP3	T03	26,557,829	7,967,348,700	43.85	92.88
dsTcAMPKα1	T04	24,192,194	7,257,658,200	44.91	93.25
dsTcAMPKα2	T05	23,215,801	6,964,740,300	45.01	92.85
dsTcAMPKα3	T06	25,337,170	7,601,151,000	45.54	92.75

**Table 2:** Summary of average read numbers based on the RNA-sequencing data

	dsTcAMPKα	dsEGFP
Total alignments	38,451,597	39,074,583
Reads aligned	37,340,338	37,891,202
Unique alignments	36,870,045	37,564,766
Not aligned	11,156,438	7,895,775

Correlation analysis was conducted with Pearson’s Correlation Coefficient (R value) to evaluate the biological repeatability based on expression values of each library [52]. 

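Over all genes, the Pearson correlations of linear FPKM between pairs of dsEGFP libraries ranged from 0.912 to 0.987, with a mean of 0.946 ± 0.0380 (SD over 3 pairs). Pairs of dsTcAMPKα libraries ranged from 0.949 to 0.984, with a mean of 0.967 ± 0.0177 (SD over 3 pairs). The 9 pairs of a dsEGFP and a dsTcAMPKα library ranged from 0.730 to 0.859, with a mean of 0.804. Without the 10 genes of highest mean FPKM, the mean correlation was 0.804 within dsEGFP (range 0.696 to 0.948), 0.912 within dsTcAMPKα and 0.775 between the groups (range 0.652 to 0.885). The dsEGFP replicate 3 then correlated at 0.770 and 0.696 with the dsEGFP replicates 1 and 2, and at 0.856, 0.818 and 0.885 with the dsTcAMPKα replicates 1, 2 and 3.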

The results showed that the Pearson’s Correlation Coefficient between the three control samples (T01-T03) was 0.81, and that of dsTcAMPKα treatment samples (T04-T06) was 0.94 (Fig. 3a). Box plot analysis revealed that the three samples in each group had similar expression distributions of reads, while the control and treatment groups had significantly different expression distributions (Fig. 3b).

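The median log10 FPKM over genes above 0 was 0.978, 0.913 and 0.995 in the dsEGFP replicates 1, 2 and 3, with a mean of 0.962 ± 0.0430 (SD, n = 3). In the dsTcAMPKα libraries the mean of the medians was 1.04 ± 0.00337 (SD, n = 3). The difference of 0.0737 was larger than the SD of either group, and every dsTcAMPKα median lay above every dsEGFP median (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Over transcripts in place of genes the difference was 0.0279 (exact permutation test, p = 0.6).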

**Fig. 3:**
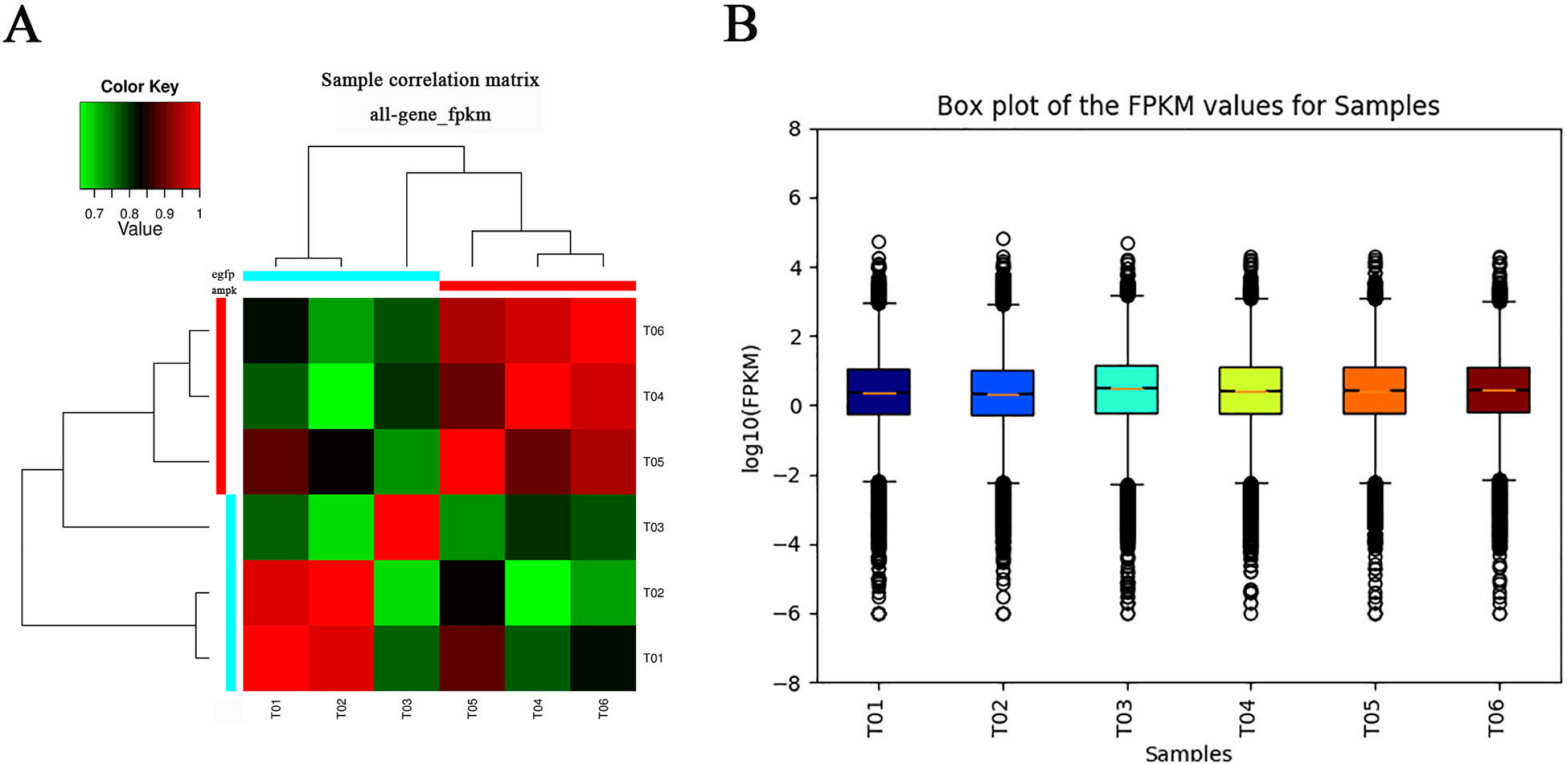
Correlation and box plot of the gene expression levels (FPKM) for all of the samples. A: Pearson correlations of gene expression levels of the six samples. The higher R value indicates closer relationship between two samples. B: Box plots of gene expression levels of the six samples. T01-T03 represent control sample (dsEGFP-injected group) libraries, and T04-T06 represent treatment sample (dsAMPKα-injected group) libraries

Further annotation of expressed unigenes revealed that a total of 14,095 unigenes out of 31,944 unique sequences were annotated and classified into at least one database of Non-redundant (Nr), EuKaryotic Orthologous Groups (KOG), Clusters of Orthologous Groups of proteins (COG), Kyoto Encyclopedia of Genes and Genomes (KEGG), Protein family (Pfam), Gene Ontology (GO) and Swiss-Prot databases (Figure S1, Figure S2 and Table S2).

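The deposited tables list the same transcripts in the same order for all libraries. Of these, 25178 carry a name from the genome annotation and 6766 a name given by the assembly. Between 13306 and 13734 genes were above 0 FPKM in each dsEGFP library, and between 13578 and 13710 in each dsTcAMPKα library.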

### Changes in gene expression profiles

To identify the effects of knock-down of *TcAMPKα* on global unigene expression patterns of *T. castaneum*, DEGs between dsTcAMPKα and dsEGFP groups were identified based on their Fragments Per Kilobase of transcript sequence per Million base pairs sequenced (FPKM) values. 1184 DEGs were obtained including 349 upregulated and 835 downregulated unigenes (Fig. 4a, b and Table S3). 

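With limma on log2(FPKM + 1), 747 genes passed both thresholds, 449 of them higher and 298 lower in the dsTcAMPKα libraries. The median log2 fold change of all tested genes was 0.20, so the split between higher and lower genes depended on the scaling. With FPKM rescaled by median-ratio size factors, 613 genes passed, 164 higher and 449 lower, and 453 of them passed with the same direction in the main setting. After a smooth trend on transcript length was removed from each library, 121 genes passed, 46 higher and 75 lower. The copy of Table S3 used here lists 492 of the paper's DEGs. Of these, 484 were matched by identifier and 434 were tested, and 430 of the 434 changed in the direction the table gives. Both thresholds were passed by 215 of them. These are the authors' own calls on the same libraries.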

The log_2_-fold variation range of DEGs was between − 6.07 and 3.75 (Fold change from − 67.18 to 13.45, *P* value from 1.27 × 10^− 53^ to 0.04978).

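Among the DEGs found here, the largest fall in log2 terms was in LOC658538, annotated in Table S3 as apolipoprotein D-like, with 104, 48.8 and 209 FPKM in the dsEGFP replicates and 0.760, 0 and 0.262 FPKM in the dsTcAMPKα replicates (log2 fold change -6.30, standard error 0.52, adjusted p = 0.0153 from limma). LOC103314278, LOC655798, LOC655551 and LOC103313673 followed, with log2 fold changes of -5.76, -5.75, -5.57 and -4.94. After the length correction LOC655798 (adjusted p = 0.0624) and LOC655551 (0.0902) missed the threshold, while LOC658538, LOC103314278 and LOC103313673 passed. LOC655551 ranged from 11.5 to 357 FPKM among the dsEGFP libraries, and it also missed the threshold with limma-voom. On log2(FPKM + 1) the largest rise, 3.30, was in an unnamed assembled locus on sequence NW_015450214.1 of Tcas5.2 from 13694 to 17102. It was followed by 3.24 in LOC107398772, 2.98 in an unnamed locus on NC_007423.3 from 7557842 to 7558908, 2.81 in an unnamed locus on NW_015451537.1 from 8 to 835, and 2.80 in LOC103313568. The unnamed locus on NW_015451537.1 was listed at 0 in every dsEGFP library, so its log2 fold change depends on the pseudocount. With a pseudocount of 0.1 its rise was 5.92, above 5.18 in the locus on NC_007423.3 and 4.53 in that on NW_015450214.1. LOC107398772 rose from 15.2 ± 6.11 FPKM (SD, n = 3) to 148 ± 35.7 FPKM (SD, n = 3).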

**Fig. 4:**
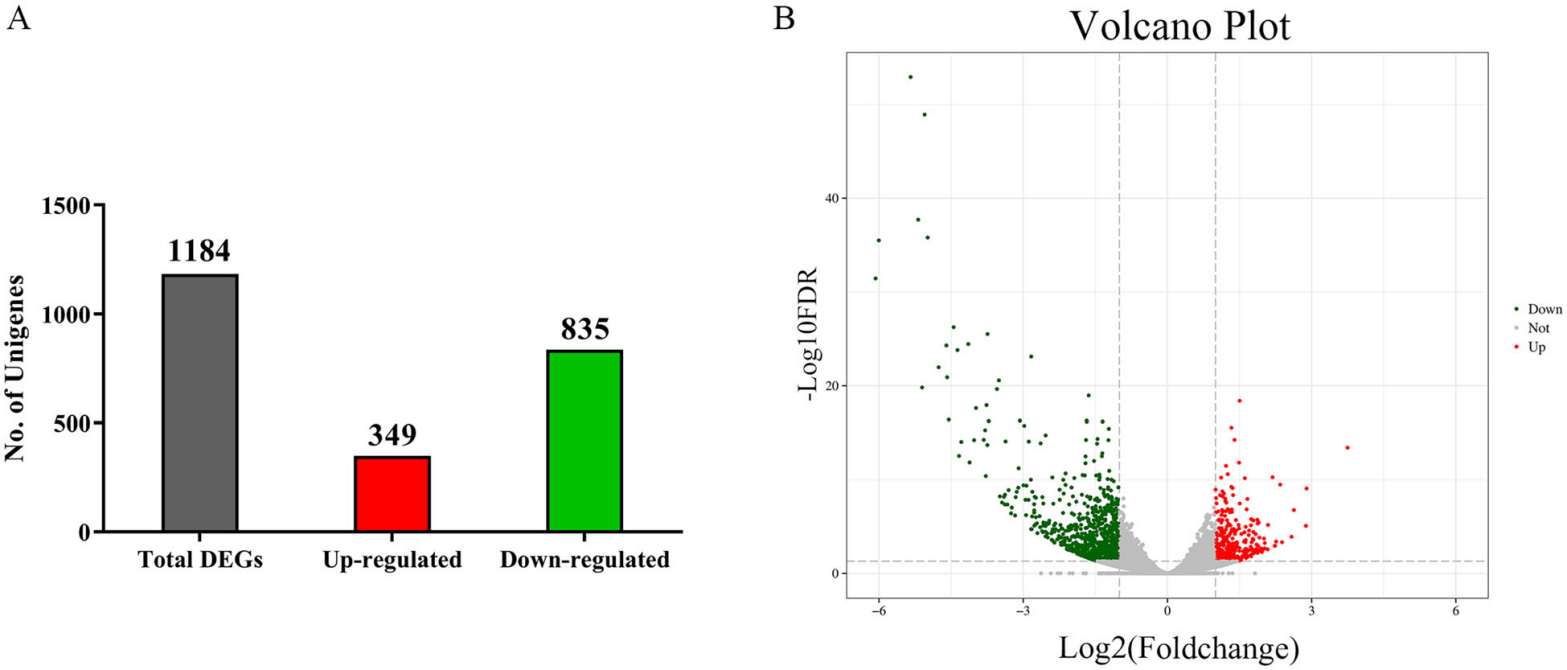
Differential gene expression analysis of *T. castaneum* in response to dsTcAMPKα treatment. A: Number of up- and down-regulated DEGs. B: Volcano plot of DEGs. X-axis: log_2_-fold change (treatment/control). Y-axis: -log_10_ (FDR). Red data points indicated up-regulated unigenes and green data points indicated down-regulated unigenes

DEGs were classified by searching against GO and KOG databases. GO term enrichments was used to further analyze physiological changes associated with DEGs in *T. castaneum*. GO enrichments revealed that the DEGs involved in cellular component category were enriched in cell part, cell, membrane and organelle (Figure S3). In molecular function category, most of the DEGs were enriched in binding and catalytic activity such as Retrovirus-related Pol polyprotein and ATPase inhibitor, while metabolic and cellular process were the most enriched subcategories in biological process (Figure S3).

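The gene annotated in Table S3 as a Retrovirus-related Pol polyprotein from a transposon, an assembled locus on sequence NW_015450628.1 of Tcas5.2 from 1788 to 9473, had 7.79 ± 4.54 FPKM (SD, n = 3) in the dsEGFP libraries and 21.9 ± 3.89 FPKM (SD, n = 3) in the dsTcAMPKα libraries. Its log2 fold change was 1.53 (standard error 0.43, adjusted p = 0.0569 from limma). The ATPase inhibitor mai-2, LOC660203, fell from 163 ± 79.6 FPKM (SD, n = 3) to 56.7 ± 8.07 FPKM (SD, n = 3), a log2 fold change of -1.36 (standard error 0.42, adjusted p = 0.0707 from limma). The dsEGFP replicate 3 had 71.9 FPKM of the ATPase inhibitor, against 198 and 219 FPKM in replicates 1 and 2. Neither gene passed the threshold on the adjusted p in the main setting.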

KOG database was used to annotate DEGs with specific physiological functions (Fig. 5, Table S4). 

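The DEGs of Table S3 that carry a KOG class and were tested here were followed in the FPKM values. In the lipid class, 15 of 16 changed in the direction Table S3 gives, 6 higher and 10 lower, and 5 passed both thresholds. In the carbohydrate class, 6 of 6 kept the listed direction and 1 passed. In the amino acid class, 23 of 24 kept the listed direction and 10 passed. In the energy class, all 23 were lower and 8 passed. After the length correction, 2 genes of the lipid class, 5 of the amino acid class and 0 of the carbohydrate and energy classes passed. With median-ratio size factors, 6 passed in the lipid class, 1 in the carbohydrate class, 12 in the amino acid class and 16 in the energy class. Among lists of genes by process in Table S2, 12 of 16 genes of mitochondrial electron transport from NADH to ubiquinone were lower (limma's camera test, adjusted p = 0.000265), and 10 of 16 with the length correction (adjusted p = 0.608). Of the 15 genes of ATP synthesis coupled proton transport, 11 were lower (limma's camera test, adjusted p = 0.00474), and 10 with the length correction (adjusted p = 0.379).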

Although the “General function prediction only” was the most abundant group among all subcategories in KOG database, a large number of DEGs were annotated into the metabolism classifications such as “Lipid transport and metabolism”, “Carbohydrate transport and metabolism”, “Amino acid transport and metabolism”, “Energy production and conversion” and “Secondary metabolites biosynthesis, transport and catabolism” (Table 3). Furthermore, most DEGs involved in protein translation were downregulated such as some ribosomal proteins (Table 3). Similarly, among the 42 DEGs in the post-translational modification class, 35 DEGs were down-regulated, including 3 heat shock proteins (Hsps), whereas the phosphatidylinositol 4,5-bisphosphate 3-kinase (PIK3) and InR2 involved in the signal transduction mechanisms were upregulated.

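Table S3 lists 28 genes annotated as cytosolic ribosomal proteins, and all 28 were lower in the dsTcAMPKα libraries. Their median log2 fold change was -1.16, a shift of -1.35 from that of all tested genes (limma's camera test with a preset correlation of 0.01, adjusted p = 1.4e-22 over 13 sets). With an estimated correlation in place of the preset one, camera gave a far weaker unadjusted p of 0.0157. Of the 28, 19 passed both thresholds, against 26 with median-ratio size factors and 4 with quantile normalization. This set was drawn from the authors' own calls. For each of the other 9 splits of the libraries camera also gave values of p under 0.05, with shifts from -0.65 to 0.51. Those splits mix libraries of both groups, so they keep part of any group difference and are no null for it. A second set of 16 tested ribosomal genes, taken by gene ontology term or symbol after the data had been seen, had a median log2 fold change of -0.56, with 13 of 16 lower (limma's camera test, adjusted p = 5.8e-06). The ribosomal protein genes are short, with a median transcript length of 519 nt in the first set. Across all tested genes the log2 fold change rose with transcript length (Spearman's rho = 0.636, across genes, which are not independent replicates). After the length correction, all 28 genes remained lower, with a median log2 fold change of -0.72, and 0 of them passed both thresholds. In the wider class of translation, 38 of 39 tested genes of Table S3 were lower and 22 passed. After the length correction 0 passed, and with median-ratio size factors 34.

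**Figure D1:**
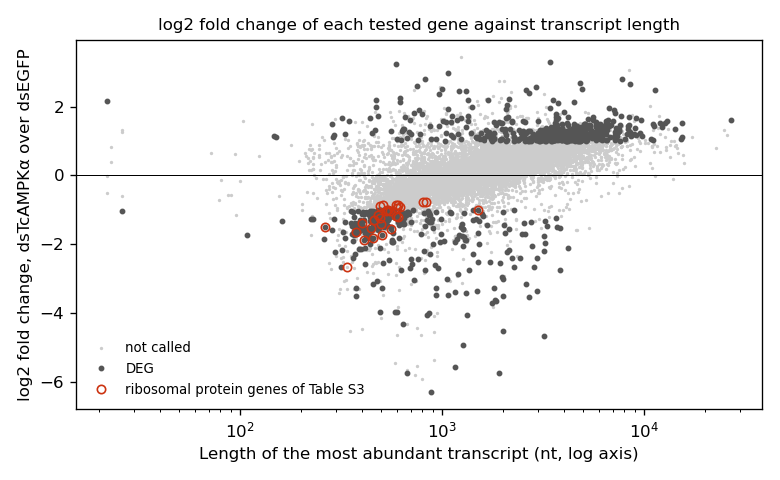
The log2 fold change of each tested gene (vertical axis) against the length of its most abundant transcript in nucleotides (log axis), with grey points for genes that were not called, dark points for DEGs and red circles for the 28 ribosomal protein genes of Table S3. The red circles lie below 0 at short lengths, and the higher DEGs lie mostly at long lengths.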

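Of the 33 tested genes that Table S3 places in the post-translational modification class, 27 were lower and 6 higher here, all in the listed direction, and 14 passed both thresholds. With the length correction 2 of them passed, and with median-ratio size factors 23. Heat shock protein 23 (LOC662134) fell from 5.84 ± 1.13 FPKM to 1.93 ± 0.255 FPKM (SD, n = 3 in each group), a log2 fold change of -1.22 (standard error 0.20, adjusted p = 0.0232 from limma). Its log2 fold change was -0.76 after the length correction (adjusted p = 0.106). Heat shock protein 26 (LOC662203) had a log2 fold change of -1.25 (standard error 0.42, adjusted p = 0.0823), and its groups overlapped. Heat shock protein 68a (hsp68a) was higher, with a log2 fold change of 1.69 (standard error 0.69, adjusted p = 0.130), and 24.5 FPKM in the dsTcAMPKα replicate 3 against 4.88 and 3.39 FPKM in replicates 1 and 2.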

**Fig. 5:**
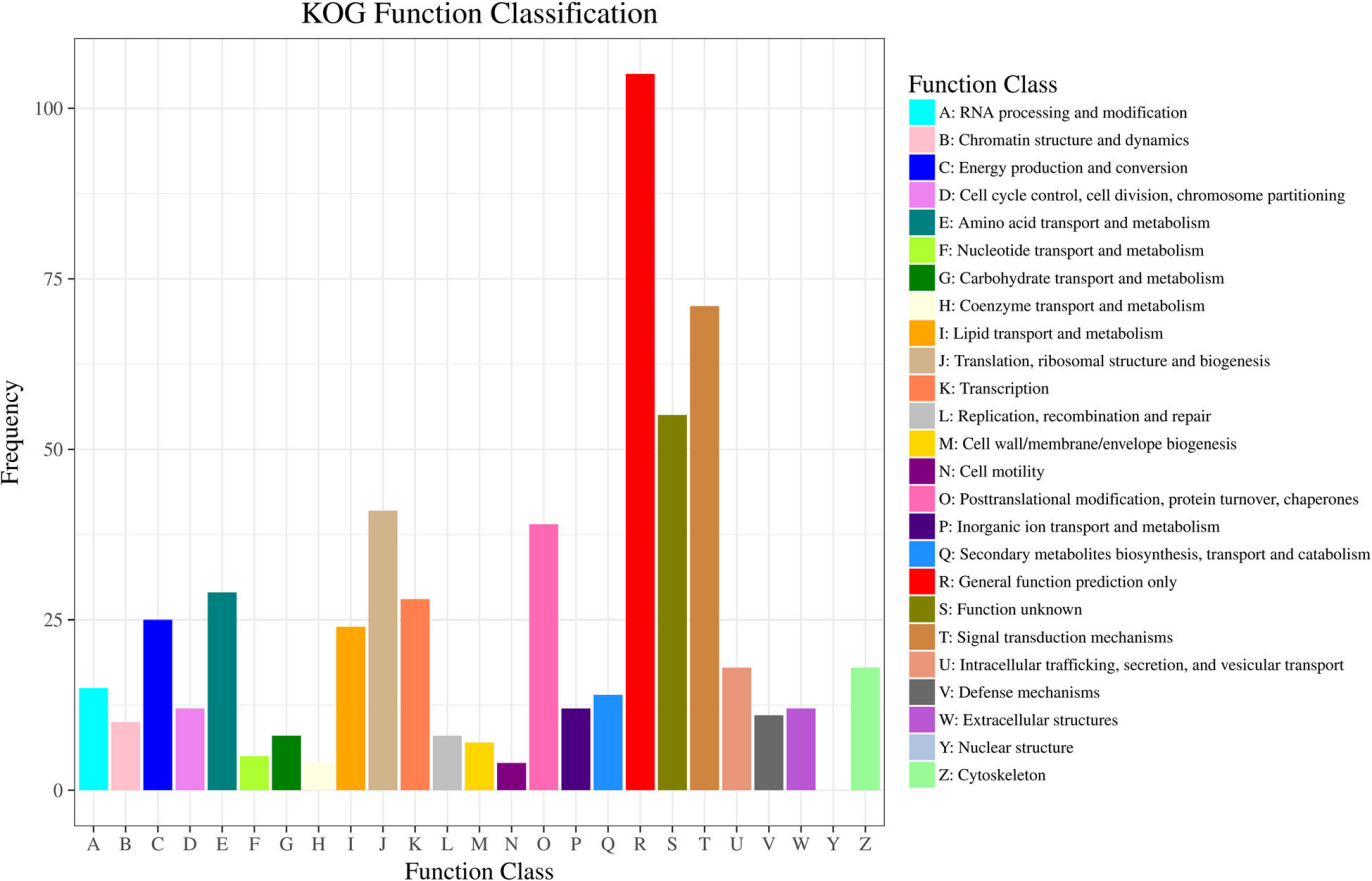
KOG function classifications of the differentially expressed unigenes. The X-axis represents names of 25 groups, and the Y-axis corresponds to the number of unigenes in the group

**Table 3:** DEGs involved in different functional categories of KOG database

Categories	Up-regulated DEGs		Down-regulated DEGs	
	NO.	Partial gene description	NO.	Partial gene description
Signal transduction mechanisms	26	tyrosine-protein phosphatase; phorbol ester/diacylglycerol-binding protein; lachesin; arf-GAP; citron Rho-interacting kinase; cyclic nucleotide-gated cation channel; E3 ubiquitin; sortilin; lipid transfer protein	23	neurogenic locus protein; extensin; SNF1A/AMP-activated protein kinase; cGMP-dependent phosphodiesterase; troponin C; sortilin; atrial natriuretic; sensory neuron membrane protein; regulator complex protein; tetra phosphatase
Translation, ribosomal structure and biogenesis	1	eukaryotic translation initiation factor	42	ribosomal protein; exosome complex component; ribonuclease; H/ACA ribonucleoprotein; eukaryotic translation initiation factor
Posttranslational modification, protein turnover, chaperones	7	papilin; heat shock protein 68a; pregnancy zone protein; fucosyltransferase; brain tumor protein; E3 ubiquitin;	35	mannosyltransferase; sulfotransferase; GILT-like protein; heat shock protein 23; ubiquitin; suppressor protein; collagenase; glutathione S-transferase; protein transport protein; NEDD8
Amino acid transport and metabolism	4	hydroxylase; protease; transporter; glucose dehydrogenase	30	proteinase; Carboxypeptidase; glucose dehydrogenase; trypsin
Lipid transport and metabolism	5	nose resistant to fluoxetine protein; fatty acyl-CoA reductase; apolipophorins; ATP-binding cassette; Fatty acid synthetase	17	dehydrogenase/reductase; NADPH; alpha-tocopherol; acyl-CoA-binding protein; nose resistant to fluoxetine protein; fatty acyl-CoA reductase; desaturase; monooxygenase
Energy production and conversion	1	titin isoform X4	23	cytochrome b-c1 complex; stunted; ATP synthase; V-type proton ATPase; NADH dehydrogenase; cytochrome c oxidase; cytochrome b5; acylphosphatase;
Secondary metabolites biosynthesis, transport and catabolism	5	fatty acyl-CoA reductase; cytochrome P450s; multidrug resistance-associated protein lethal	12	dehydrogenase/reductase; NADPH; laccase; fatty acyl-CoA reductase; cytochrome P450s
Carbohydrate transport and metabolism	1	mucin	6	amylase; chitinase; lactoylglutathione lyase; glycolipid transfer protein; myrosinase; peritrophic matrix protein

### Expression of genes involved in lipid metabolism, carbohydrate metabolism and insulin signaling

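Lists of lipid and carbohydrate genes by process in Table S2 were tested as sets with limma's camera test, which compares each set with all other tested genes. Fatty acid biosynthetic process had 34 tested genes, 20 higher and 14 lower, with 0 DEGs higher and 1 lower and a shift of -0.11 from the median of all tested genes (adjusted p = 0.642). Of these genes 18 were higher with the length correction, and 14 with median-ratio size factors, which lower the median of all genes. Lipid catabolic process had 21 tested genes and a shift of 0.18 (adjusted p = 0.709), with 12 genes higher, 11 with median-ratio size factors and 9 with the length correction. Glycolytic process had 17 tested genes, 0 of them DEGs, and a shift of 0.04 (adjusted p = 0.709), with 11 genes higher, 9 with median-ratio size factors and 7 with the length correction. Fatty acid beta-oxidation had 7 tested genes and a shift of 0.16 (adjusted p = 0.250), with 6 genes higher, 5 with median-ratio size factors and 3 with the length correction. Of the 4 genes of gluconeogenesis, 3 were higher, 3 with median-ratio size factors and 1 with the length correction. Chitin metabolic process, of which the copy of Table S2 used here lists 45 of 58 genes, had 42 tested genes. Of these 24 were lower, with a shift of -0.33 (camera, adjusted p = 0.0141). With median-ratio size factors 28 were lower (adjusted p = 0.0554), and with the length correction 26 (adjusted p = 0.412). The adjusted p from camera was 0.145 with quantile normalization, 0.00687 with limma-voom and total-count library sizes, and 0.00988 with the replicate block. Whether this set passed therefore depended on the setting.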

Besides the analysis of the entire gene set, we specifically checked for up- or downregulation of lipid and carbohydrate metabolism genes in our set of DEGs. The results showed that the insect adipose triacylglycerol lipase homologue, *brummer* (Accession no. TC011935), which is responsible for the first step of TG hydrolysis, was significantly downregulated with the expression log_2_-fold change of − 2.20 (Fold change: 0.22; ANOVA, df_1, 4_, F = 5.152, *P* value = 1.60 × 10^− 05^), whereas two fatty acid synthetase genes (FAS1–2) (Accession no. 

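The row of Table S3 with the log2 ratio and adjusted p that the paper gives for brummer is LOC660502, annotated there as a pancreatic triacylglycerol lipase. The match rests on these values alone, so whether the gene is brummer is not settled. LOC660502 lies on sequence NC_007424.3 of Tcas5.2 from 11407308 to 11414189 and has 9 exons. It shares its assembled locus with another named gene, so reads could have been split between them. Its FPKM was 1.19, 0.557 and 3.32 in the dsEGFP replicates 1, 2 and 3 and 0.329, 0.260 and 0.419 in the dsTcAMPKα replicates. The log2 fold change was -0.88 (standard error 0.39, adjusted p = 0.152 from limma). All 3 dsTcAMPKα values lay below all 3 dsEGFP values (two-sided exact permutation test, p = 0.1, the smallest possible), but the dsEGFP libraries differed among themselves by more than the groups' means. With a pseudocount of 0.1 the log2 fold change was -1.73 (adjusted p = 0.130).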

TC015337 and TC015340) (Fold change: 2.03 and 3.22, ANOVA, df_1, 4_, F = 9.182 and 157.306, *P* value = 0.03878 and 0.00023) involved in fatty acid biosynthetic pathways, and the transcription factor ChREBP (Accession no. 

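FAS1, identified through its values in Tables 4 and S3 as LOC659179, lies on sequence NC_007421.3 of Tcas5.2 from 224237 to 252102, and its most abundant transcript has 26 exons and 14068 nt. It had 12.8, 9.54 and 6.49 FPKM in the dsEGFP replicates and 18.5, 16.5 and 24.8 FPKM in the dsTcAMPKα replicates, a log2 fold change of 1.00 (standard error 0.27, adjusted p = 0.0503 from limma). After the length correction its log2 fold change was -0.15 (adjusted p = 0.642).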

TC010471) (Fold change: 2.27, ANOVA, df_1, 4_, F = 96.147, P value = 0.00061), a key regulator of glucose and lipid metabolism and fat storage [62], were upregulated with the expression log_2_-fold change from 1.02 to 1.76 (Fold change from 2.03 to 3.39) (Table 4). Knock-down of TcAMPKα also caused upregulation of genes involved in IIS pathway, including PI3K, IRS1 and InR2 (Accession no. 

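PI3K was identified through its values in Tables 4 and S3 as LOC657286, on sequence NC_007424.3 of Tcas5.2 from 9066242 to 9079882, and InR2 as LOC661524, on sequence NC_007416.3 from 5210344 to 5236509. PI3K rose from 8.81 ± 1.76 FPKM (SD, n = 3) in the dsEGFP libraries to 19.6 ± 0.917 FPKM (SD, n = 3) in the dsTcAMPKα libraries, a log2 fold change of 1.09 (standard error 0.18, adjusted p = 0.024 from limma). InR2 rose from 9.13 ± 2.13 FPKM (SD, n = 3) to 22.2 ± 3.22 FPKM (SD, n = 3), a log2 fold change of 1.20 (standard error 0.21, adjusted p = 0.0245 from limma). With median-ratio size factors the log2 fold changes of PI3K and InR2 were 0.88 and 0.99, below the threshold of 1. After the length correction they were 0.37 (adjusted p = 0.381) and 0.38 (adjusted p = 0.211).

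**Figure D2:**
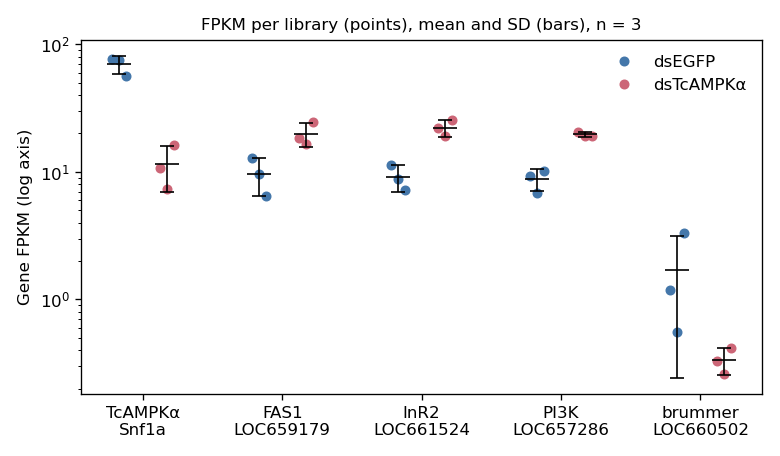
FPKM of TcAMPKα, FAS1, InR2, PI3K and brummer in each library (points, log axis), with the mean and SD of the 3 dsEGFP and the 3 dsTcAMPKα libraries (bars). The gene shown as brummer is LOC660502, matched through the paper's values only. TcAMPKα falls from a mean of 69.7 to 11.4 FPKM, and the 3 dsEGFP values of brummer range from 0.557 to 3.32 FPKM.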

TC011996, TC034013 and TC010784) (Fold change: 2.22, 2.19 and 2.46; ANOVA, df_1, 4_, F = 86.102, 14.636 and 34.155, P value = 0.00075, 0.01869 and 3.37 × 10^− 08^). To confirm the reliability of the DEG data, the expression levels of these DEGs were determined using RT-qPCR (Fig. 6 and Table 4). Gene expression levels validated by RT-qPCR showed the high consistency with transcriptome sequencing.

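Of the genes in Table 4, FAS1, brummer, InR2 and PI3K could be matched by value to genes with a mean FPKM of at least 1. All 4 changed in the direction that the paper's RT-qPCR gives. Whether the gene matched to brummer, annotated as a pancreatic triacylglycerol lipase, is the one measured by RT-qPCR was not tested. Across these 4 genes, which are not independent replicates, Pearson's r between the log2 fold change and the paper's RT-qPCR log2 ratio was 0.904 (two-sided exact permutation test, p = 0.167). With genes of a mean FPKM of at least 5, which leaves out brummer, r was -0.423 across 3 genes. The RT-qPCR reference gene rps3, listed as RpS3, had 1062 ± 97.1 FPKM (SD, n = 3) in the dsEGFP libraries and 699 ± 53.4 FPKM (SD, n = 3) in the dsTcAMPKα libraries, a log2 fold change of -0.60 (standard error 0.16, adjusted p = 0.0528 from limma). The size of this fall depended on the scaling. It was -0.14 with quantile normalization (adjusted p = 0.547), -0.34 with TPM (0.162) and -0.83 with median-ratio size factors (0.0318). The paper states that the RT-qPCR levels in Fig. 6 and Table 4 followed those of the transcriptome.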

**Table 4:** DEGs encoding metabolism related proteins and transcription factors/ co-activators from *T. castaneum* responding to dsTcAMPKα treatment

Unigene name	padj	Description (blast)	Length (ORF bp)	Log_2_Ratio Transcriptome	Log_2_Ratio qRT-PCR
**Lipid metabolism**					
FAS1	0.038775298	fatty acid synthase	12,981	1.02	0.37
FAS2	0.056982009	fatty acid synthase	6522	1.76	0.71
FAS3	0.260213539	fatty acid synthase	7152	0.79	1.05
FAS4	0.425672932	fatty acid synthase	6630	0.63	1.16
FAS5	0.170696071	fatty acid synthase	6450	0.58	1.53
ACC	0.186316184	acetyl-CoA carboxylase	7005	0.83	0.10
GPAT3	0.046646995	glycerol-3-phosphate acyltransferases	1440	0.67	1.51
Brummer	1.60E-05	triacylglycerol lipase	1635	−2.20	−0.37
**Carbohydrate metabolism**					
TRE1–1	0.036902117	Trehalase1–1	1662	0.89	1.46
TRE1–3	0.450009964	Trehalase1–3	> 507	0.56	0.58
TRE1–4	0.007152475	Trehalase1–4	1812	0.68	0.59
TRE2	0.036902117	Trehalase2	1647	0.89	1.61
**Insulin signaling pathway**					
IRS1	0.018687502	insulin receptor substrate	2760	1.13	0.63
InR2	0.004419643	insulin-like receptor	4185	1.09	0.23
PI3K	3.37E-08	phosphatidylinositol 4,5-bisphosphate 3-kinase	3186	1.02	0.63
**Transcription factor and co-activator**					
SCAP	0.031742692	sterol regulatory element binding protein cleavage-activating protein	3783	0.81	1.12
SREBP1	0.036908768	sterol regulatory element binding protein 1	3078	0.94	1.74
ChREBP	0.000606393	carbohydrate response-element-binding protein	510	1.18	1.94

**Fig. 6:**
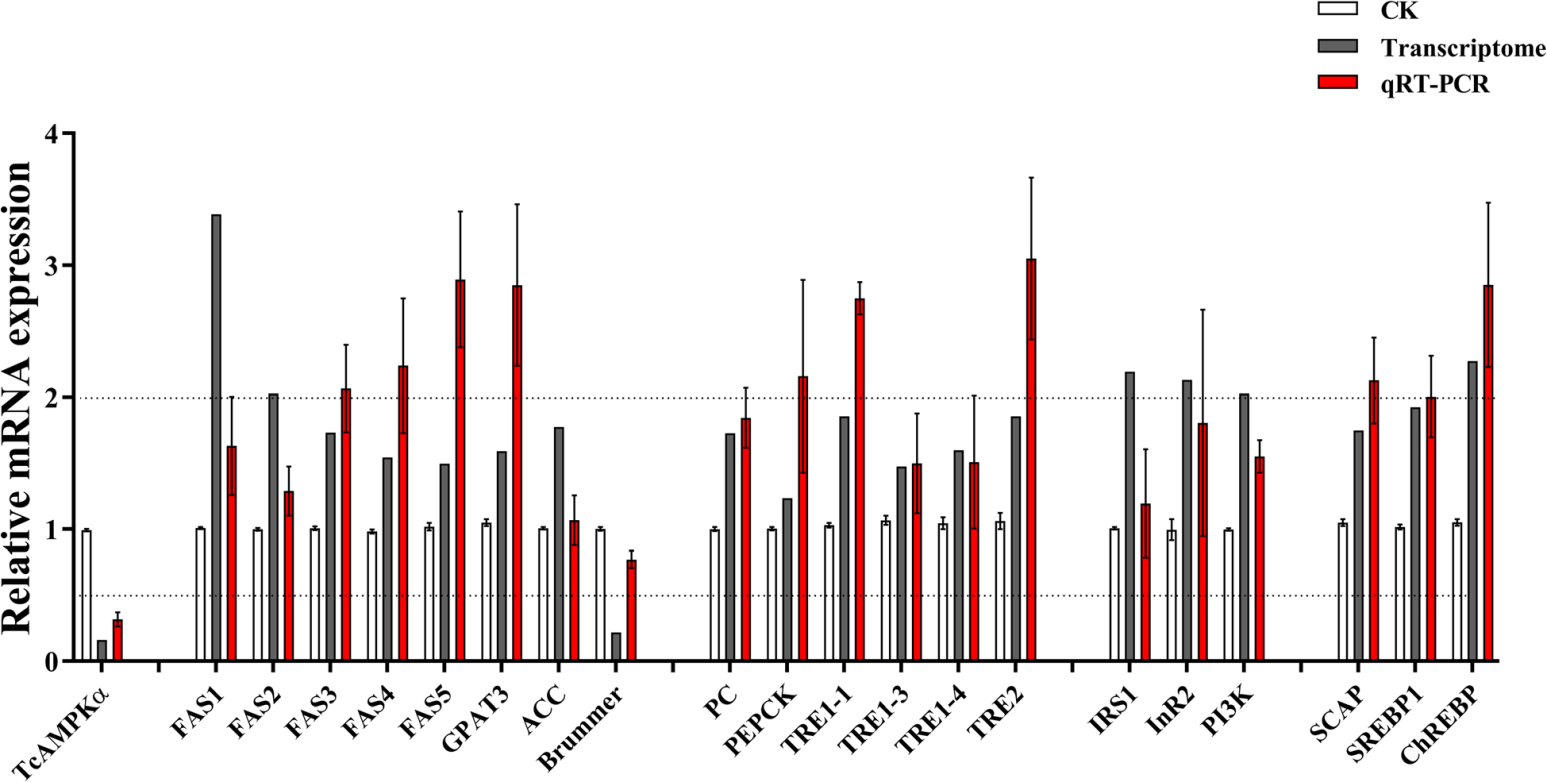
Comparison of gene expression patterns obtained by RNA-Seq and RT-qPCR

To be as inclusive as possible, less strict screening criteria (Fold change |log_2_(treatment/control) | > 0.5) were applied, and additional lipid and carbohydrate metabolism-related genes with the expression changed in transcriptome were selected for further verification using RT-qPCR. The results showed that five genes involved in fatty acid and triglyceride biosynthetic pathways including three FAS (FAS3–5) (Accession no. TC011522, TC015400 and TC000238) (Fold change: 1.73, 1.55 and 1.50; ANOVA, df_1, 4_, F = 1.717, 0.785 and 2.781, *P* value = 0.26021, 0.42567 and 0.17070), one ACC (Accession no. TC015612) (Fold change: 1.77; ANOVA, df_1, 4_, F = 2.539, P value = 0.18632), one glycerol-3-phosphate acyltransferases (GPAT) (Accession no. TC004512) (Fold change: 1.59; ANOVA, df_1, 4_, F = 8.092, *P* value = 0.04665), four trehalase (TRE) genes responsible for trehalose hydrolysis (Accession no. 

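TRE1-3, a trehalase gene of Table 4, is listed in the deposited tables as LOC659620. It has 1 transcript of 506 nt on sequence NW_015450568.1 of Tcas5.2 from 4320 to 4825 and shares its assembled locus with another named gene. It is listed at 0 FPKM in the 3 dsEGFP libraries and in the dsTcAMPKα replicates 2 and 3, and at 0.0256 FPKM in the dsTcAMPKα replicate 1, so no fold change was computed.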

TC006698, LOC659620, TC004791 and TC006697) (Fold change: 1.86, 1.48, 1.60 and 1.86; ANOVA, df_1, 4_, F = 9.491, 0.699, 25.660 and 9.491, *P* value = 0.03690, 0.45001, 0.00715 and 0.03690), two genes involved in gluconeogenesis including pyruvate carboxylase (PC) (Accession no. TC032730) (Fold change: 1.73; ANOVA, df_1, 4_, F = 19.919, P value = 0.01113) and phosphoenolpyruvate carboxykinase (PEPCK) (Accession no. TC009072) (Fold change: 1.23; ANOVA, df_1, 4_, F = 1.491, P value = 0.28918) were significantly upregulated (Table 4). Interestingly, SREBP1(Accession no. TC007163) (Fold change: 1.93; ANOVA, df_1, 4_, F = 9.490, P value = 0.03691), the master regulator of lipid homeostasis, and SREBP cleavage-activating protein (SCAP) (Accession no. TC013456) (Fold change: 1.75; ANOVA, df_1, 4_, F = 10.483, P value = 0.03174), a central regulator of lipogenesis that controls the activity of SREBP [53] were also significantly upregulated (Table 4).

## Discussion

In insects, the energy for growth and development is mainly derived from the storage and utilization of lipids and carbohydrates in specific tissues such as fat body, midgut and oenocytes [39]. TG is the master form of lipids stored in fat body and plays an important role in energy storage and release [63]. Meanwhile, glucose (monosaccharide) and trehalose (disaccharide) provide energy through glycolysis [48]. Given that AMPK activates ATP-generating pathways and inhibits energy-consuming processes under conditions of low energy status [60], the attenuation of AMPK signaling in insects may disrupt the energy balance in vivo. In this study, we found that the TG and glucose levels in dsTcAMPKα-injected *T. castaneum* were significantly increased compared with dsEGFP-injected insects, while a decreased trehalose content was observed in dsTcAMPKα-injected insects. These results were further confirmed by in vivo AICAR treatment, which resulted in the decreased TG and glucose levels and increased trehalose content. Similarly, AICAR-induced AMPK activation resulted in significantly decreased TG level in lean and obese rodents, in vivo [6]. In human HepG2 cells, the kinase-inactive AMPKα increased lipid content and prevent the metformin from decreasing lipid accumulation [74]. However, lower TG levels were observed in *D. melanogaster* with reduced AMPK function during fed conditions [27]. On the other hand, while activation of AMPK triggered a reduction in glucose levels in vivo in mice [72], and increased hepatic glucose production was observed in AMPKα2 knockout mice [3], knockdown of hypothalamic AMPK activity in male Sprague-Dawley rats led to a significant suppression of glucose production [73]. These results indicate the complexity of the role of AMPK in the regulation of metabolic processes.

As an energy sensor that regulates cellular metabolism, AMPK not only has acute effects on metabolic enzymes by direct phosphorylation, but also shows long term action to change the transcriptional levels of metabolic proteins and enzymes. For example, activation of AMPK in liver and adipocytes can downregulate FAS activity and inhibit lipogenesis [36]. Activation of AMPK by 4-Hydroxyderricin and xanthoangelol downregulates *GPAT* in 3 T3-L1 cells [75], an enzyme necessary for triacylglycerol synthesis [66]. Similarly, in *C. elegans*, AAK-2 can inhibit fat synthesis under stress condition by downregulating lipid synthesis-related genes such as Δ9 fatty acid desaturases which can produce monounsaturated fatty acids to constitute TGs [55, 65]. To investigate the downstream transcriptional pathways of AMPK in *T. castaneum*, the transcriptomes of dsTcAMPKα-injected and dsEGFP-injected larvae under normal conditions were compared. Global gene expression profiles of dsTcAMPKα group were distinct from dsEGFP group with 1184 DEGs. Of particular interest is the upregulation of genes involved in fatty acid and TG biosynthetic pathways, such as FAS, ACC and GPAT, whereas the relative expression level of *brummer* involved in TG hydrolysis [14] was dramatically downregulated. We also observed the upregulation of several carbohydrate metabolism-related genes, such as TRE, and two key enzymes in gluconeogenesis (de novo synthesis of glucose), PC and PEPCK [16, 26], in the dsTcAMPKα-injected insects. The transcriptional changes of genes encoding metabolism enzymes might contribute to the increased TG and glucose levels and decreased trehalose content in dsEGFP-injected beetles.

AMPK activation has been reported to cause a reduction in transcriptional activity of several metabolism-related transcription factors. As a key transcription factor that regulates cellular lipogenesis in liver, skeletal muscle and adipose tissue, insulin-activated SREBP1 acts in synergy with glucose-senstive ChREBP, which mediates the response to dietary carbohydrates and is essential for regulating lipogenic gene expression [46]. AMPK-inhibited SREBP1 can block expression of some gluconeogenic and lipogenic genes, whereas SREBP1 overexpression can increase their transcription [12, 31, 54]. Activation of AMPK by metformin or an adenosine analogue suppresses the expression of SREBP1. In metformin-treated rats, hepatic expression of SREBP1 mRNAs and protein is reduced [76]. A recent study indicated that AMPK interacts with and directly phosphorylates SREBP1, suppresses SREBP1 cleavage and nuclear translocation, and represses SREBP1 target gene *Fas* expression in hepatocytes in response to metformin treatment, leading to reduced lipogenesis [34]. On the other hand, AMPK also phosphorylates Ser568 and reduce DNA binding capacity and promote nuclear exclusion of murine ChREBP [28, 29]. Interestingly, the promotion of PEPCK expression is associated with increased expression of SREBP-1 and ChREBP in high free fatty acid (HFFA)-treated hepatocytes [32], and a recent study also revealed the role of ChREBP in gluconeogenesis [58]. In this study, SREBP1, ChREBP and SCAP were significantly upregulated in dsTcAMPKα-injected insects, which in turn might modulated the expression of genes involved in lipid and carbohydrate metabolism.

IIS pathway was involved in the regulation of glucose and lipid metabolism (Saltie and Kahn 2001) [50]. In addition to the regulation of lipid synthesis, studies reveal expanding roles for SREBP1 in controlling pathways for insulin resistance [34], in which the pathological process involves a series of cascades, including defective activation of IRS and PI3K [22, 30, 59]. Overexpression of SREBP1 decreased *Irs-1* mRNA levels in a dose-dependent manner, and SREBP1 knockdown led to an upregulation of IRS-1 levels [34]. Further luciferase reporter assay confirmed that *Irs-1* promoter activity was repressed by SREBP1 overexpression [34]. However, in liver with Nonalcoholic fatty liver disease (NAFLD), IRS-1 expression was enhanced and correlated positively with SREBP1 expression. In contrast, IRS-2 expression decreased by 50% and was not correlated with SREBP1 [31]. In sebocytes, insulin-like growth factor-1 (IGF-1) induces SREBP-1 expressions at both mRNA and protein levels in a PI3K-dependent manner, accompanied by an increase in the transcription of SREBP-1 target genes such as FAS [57]. Additionally, insulin-stimulated endogenous ChREBP expression was also observed in HepG2 and primary hamster hepatocytes (Sirek et al. 2009) [56]. In this study, we observed the upregulation of IIS-related DEGs like IRS1, InR2 and PI3K in dsTcAMPKα-injected beetles, which might result in the upregulation of SREBP1 and ChREBP. Interestingly, it has been reported that knockdown in expression of insulin like peptide 2 (ILP2) caused a decrease in TRE mRNA levels in *T. castaneum* [71], suggesting the positive control of TRE transcription by IIS signaling. Further study is needed to clarify the mechanism of upregulation of IIS signaling in dsTcAMPKα-injected insects.

## Conclusion

This study confirmed that AMPK has an important role in the regulation of beetle metabolism. Specifically, our study showed that knockdown of AMPK causes alteration in expression levels of genes involved in lipid and carbohydrate metabolism as well as IIS signaling. Such investigations will help us understand the function of AMPK in transcriptional regulation of insect metabolism.

## Methods

### Experimental insects

The Georgia-1 (GA-1) strain of *T. castaneum* was reared at 30 °C and 50% relative humidity in 5% yeasted flour under standard conditions as described previously [15, 33].

### Double-strand RNA synthesis and injection

Gene specific primers (Table S1) with T7 promoter were designed to synthesize the dsRNAs targeting nucleotides 844–1285 (442 bp) of the ORF region of the *TcAMPKα* using TranscriptAid™ T7 High Yield Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. The synthesized dsRNAs were diluted in diethyl pyrocarbonate (DEPC)-treated water with a concentration of 2 μg/μL, and about 200 ng of dsRNA in 200 nL IB was injected into 20-day-old larvae using a Nanoliter 2010 injector system (WPI, Sarasota, FL, USA) under a stereomicroscope. A total of 10 unsexed insect larvae were collected as a sample for RNA extraction at six- days post-injection. The dsEGFP-injected larvae (CK group) were set as controls in all injection experiments. Three biologically independent replicates were carried out with at least 100 insects (≥ 200 mg) in each replicate.

### Triglyceride (TG) measurement

Total TG levels were determined using the liquid TG (GPO-PAP) method [4]. Briefly, each replicate with 10 injected larvae were homogenized in 270 μL of PBS (0.1 mol/L PH 7.4) and centrifuged at 2500 rpm for 10 min. The supernatant was collected, and the TG level was analyzed by using TG Assay Kit (catalogue no. A110–1, Jiancheng Bioengineering Institute, Nanjing, China) according to the manufacturer’s instructions. Three independent biological replicates and four technical replicates were performed for every treatment.

### Glucose and trehalose measurement

Total glucose levels were measured using glucose content assay kit (catalogue no. BC2500, Solarbio Science & Technology, Beijing, China) according to the manufacturer’s instructions. Briefly, 10 larvae on day 6 after injection of dsTcAMPKα or dsEGFP were weighed and homogenized in 0.3 mL double distilled water. The supernatant was collected after centrifugation at 8000 g for 10 min and used to quantify the level of glucose at 505 nm with Multiskan FC microplate reader (Thermo Fisher Scientific, Waltham, MA, USA). Three independent biological replicates and 4 technical replicates were performed for every treatment.

Total trehalose level was measured using Trehalose content detection kit (catalogue no. A149–1-1, Jiancheng Bioengineering Institute, Nanjing, China) according to the manufacturer’s instructions. Six days after injection of dsTcAMPKα or dsEGFP, 10 larvae were homogenized in 0.3 mL extraction solution and incubated at room temperature for 45 min. The supernatant was collected after centrifugation at 8000 g for 10 min, and used to quantify the level of trehalose at 620 nm with Multiskan FC microplate reader (Thermo Fisher Scientific, Waltham, MA, USA). Three independent biological replicates and four technical replicates were performed for every treatment.

### AICAR treatment

To investigate the effects of AMPK activation on lipids and carbohydrates metabolism, 20-day-old larvae were injected with 200 nL of 1.6 mg/mL AICAR or IB as control. AMPK could be activated immediately by AICAR treatment among a couple of hours [40]. The total amounts of TG, glucose and glucose were determined at one- hour post-injection.

### RNA extraction, library construction and sequencing

Total RNA was isolated from 10 larvae of dsTcAMPKα or dsEGFP group on the sixth day after injection using TRIzol Reagent (Invitrogen, USA), and digested by RNase-free DNase I (Takara, Dalian, China) to remove genomic DNA contaminants. To ensure the quality of the samples for transcriptome sequencing, concentration and integrity of RNA samples were checked using a Nanodrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and an Agilent Bioanalyzer 2100 (Agilent, Palo Alto, CA), respectively. The qualified RNA samples were used for mRNA preparation and cDNA library construction. Three independent biological replicates were performed for every treatment. cDNA libraries were sequenced as described by Meng et al. (2019) [41].

### Sequence annotation

To ensure the accuracy of sequence alignment, raw reads were cleaned by removing adapter and primer sequences, reads with ambiguous nucleotides larger than 5% and low-quality reads. Clean reads were aligned to the reference genome of *T. castaneum* (Reference genome version: GCF_000002335.3_Tcas5.2_genomic.fna; Reference genome site: ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/002/335/GCF_000002335.3_Tcas5.2/GCF_000002335.3_Tcas5.2_genomic.fna.gz) [21] using HISAT2 (CCB, Johns Hopkins University, USA). Subsequently, the transcripts were subjected to blast against GO, KOG and KEGG databases. GO is an international standard classification system of gene function (Figure S1 and Table S2). KOG database is based on the phylogenetic relationship of bacteria, algae and eukaryotes (Table S2). The KEGG database provides a powerful tool to discover the pathways in which genes are involved (Figure S2). In addition, Nr, COG, Pfam, GO and Swiss-Prot databases were also used to annotate unigenes. The E-value threshold was set to 10^− 5^.

### Differentially expressed genes analysis

Transcript abundances were measured by FPKM [61]. Differential expression analysis of dsTcAMPKα and dsEGFP groups were performed using DESeq2 software [2]. Unigene with False Discovery Rate (FDR) values < 0.05 and fold change |log_2_(treatment/control) | > 1 were set as the threshold for DEGs. GO and KOG database annotations were further analyzed to understand the functions of DEGs in *T. castaneum*.

### Reverse transcription quantitative real-time polymerase chain reaction (RT-qPCR)

To validate the DEGs from the RNA-sequencing, RT-qPCR reactions were performed on the Bio-Rad CFX 96 Real-time PCR system using TB Green™ Premix Ex Taq™ (Takara, Dalian, China) and gene specific primers (Table S1). The stably expressed gene encoding ribosomal protein S3 (rps3, GenBank: CB335975) was used as a reference gene [5]. PCR conditions were set as an initial incubation of 95 °C for 30s, 40 cycles of 95 °C for 5 s and 60 °C for 30s, and a final melting curve analysis was performed. The mRNA levels were normalized to reference gene with the 2^-ΔΔCT^ method Livak and Schmittgen [35]. The means and standard errors (mean ± SE) for each time point were obtained from the average of at least three biologically independent sample sets.

### Statistical analysis

Statistical analysis was performed using Graphpad Prism 6 (GraphPad Software Inc., San Diego, USA) by one-way analysis of variance, followed by Tukey’s Honestly Significant Difference test. All data are presented as the mean ± SE.

## Supplementary information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

**Additional file 6.**

**Additional file 7.**

## Data Availability

All data generated or analyzed during this study are included in this article and its supplementary information files. We have uploaded the raw data of our transcriptome sequencing to GEO database. The GEO accession number is GSE155634.

## Abbreviations

ACC: acetyl-CoA carboxylase
AICAR: 5-Aminoimidazole-4-carboxamide1-β-D-ribofuranoside
ATGL: adipocyte-triglyceride lipase
AMPK: AMP-activated protein kinase
CAMKK2: calcium/calmodulin-dependent kinase kinase 2
CHREBP: carbohydrate response element-binding protein
COG: Clusters of Orthologous Groups of proteins
DEGs: differentially expressed genes
DEPC: diethyl pyrocarbonate
FAS: fatty acid synthetase
FDR: False Discovery Rate
FPKM: Fragments Per Kilobase of transcript sequence per Million base pairs sequenced
GO: Gene Ontology
GPAT: glycerol-3-phosphate acyltransferases
HMGR: 3-hydroxy-3-methylglutaryl-CoA reductase
HSL: hormone-sensitive lipase
Hsps: heat shock proteins
IB: injection buffer
IIS: insulin/insulin-like growth factor signaling
ILP2: insulin like peptide 2
InR: insulin receptor
IRS-1: insulin receptor substrate-1
KEGG: Kyoto Encyclopedia of Genes and Genomes
KOG: EuKaryotic Orthologous Groups
LKB1: liver kinase B1
NAFLD: Nonalcoholic fatty liver disease
Nr: Non-redundant
PC: pyruvate carboxylase
PEPCK: phosphoenolpyruvate carboxykinase
Pfam: Protein family
PFK2: 6-phosphofructo-2-kinase
PFKFB3: 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3
PIK3: phosphatidylinositol 4,5-bisphosphate 3-kinase
RNAi: RNA interference
SCAP: SREBP cleavage-activating protein
SREBP1: sterol regulatory element-binding protein 1
TG: triglyceride
TRE: trehalase

# Supplementary material for: Metabolic and transcriptome responses of RNAi-mediated AMPKα knockdown in Tribolium castaneum
**Source:** BMC Genomics. 2020 Sep 23;21:655. doi: 10.1186/s12864-020-07070-3
**Supplement:** Supplementary file 1 — Additional file 1.

**Table S1.** Oligonucleotide primers used for RT-PCR and RT-qPCR

| Primer name | Sequence (5′ to 3′)Primer name | Description |
| --- | --- | --- |
| TcAMPKαi-F1  TcAMPKαi-R1 | GTTCGGGGGTTGATTACTGCC | TcAMPKα dsRNA |
|  | GGACTTCCTTCTCCTGCACCC |  |
| dsEGFP-F  dsEGFP-R | CCTCGTGACCACCCTGACCTAC | EGFP dsRNA |
|  | CACCTTGATGCCGTTCTTCTGC |  |
| TcAMPKα-F4  TcAMPKα-R4 | ACATCCTTGGCCAGACTTTG | TcAMPKα RT-qPCR |
|  | GCCGAAACAGCTTCAAGTTC |  |
| Tcrps3-F1  Tcrps3-R1 | ACCGTCGTATTCGTGAATTGAC | rps3 RT-qPCR |
|  | ACCTCGATACACCATAGCAAGC |  |
| FAS1 qF  FAS1 qR | AATTCCTCCAACTGGCGGCTTC | TcFAS1 RT-qPCR |
|  | ATCGCCTCCAGACTAACCTCCA |  |
| FAS2 qF  FAS2 qR | GGACCACGTAATTGTAGAGTCTTGC | TcFAS2 RT-qPCR |
|  | TCCCTGACTCGGCAATTAAACATC |  |
| FAS3 qF  FAS3 qR | GCCACCACGTAAACGCAATCAG | TcFAS3 RT-qPCR |
|  | ATCGTCGTGCATCGTCGGTTAC |  |
| FAS4 qF  FAS4 qR | AACCCAACCACCAGTTCAGC | TcFAS4 RT-qPCR |
|  | TCGCTCACCATCTCCACCTT |  |
| FAS5 qF  FAS5 qR | TCATGGCTTCGTCTCTCGGA | TcFAS5 RT-qPCR |
|  | GGACACCCTGTTTGGCATCA |  |
| ACC qF  ACC qR | CTCACTTGTTTGCATGGACCACTAG | TcACC RT-qPCR |
|  | CCCAAATTTCCCACTGGCCTAAT |  |
| *bmm* qF  *bmm* qR | AAAGGTCACCGCTTCAGAAAGTACC | Tc*bmm* RT-qPCR |
|  | ATTTCCCGTCGTCGTCGTAATGC |  |
| GPAT3 qF  GPAT3 qR | TGAGTACGGTCGTGCAAACA | TcGPAT3 RT-qPCR |
|  | GGGCAGTGATTTCATCGTCG |  |
| InR2 qF  InR2 qR | AAATACACTACCCGTTCGGATTCG | TcInR RT-qPCR |
|  | TTCAACGCAGCTTATACACGCTAC |  |
| PI3K qF  PI3K qR | CCTACTGGACATCAAAGCGGACTT | TcPI3K RT-qPCR |
|  | GCAGGTGAAGACATACGAGGACAT |  |
| IRS1 qF  IRS1 qR | ACACATGACCGACCTCGTCAAGAT | TcIRS1 RT-qPCR |
|  | GCCCGACATCATCAACGCACAT |  |
| TRE1-1 qF | CGATCCAAATGGCCCGACTT | TcTRE1-1 RT-qPCR |
| TRE1-1 qR | GTCAGTGTCCTGGAGCAACT |  |
| TRE1-3 qF | TCATTCGTCACAAGCGAGCC | TcTRE1-3 RT-qPCR |
| TRE1-3 qR | ATTCGCGCCGTTTGGACCAT |  |
| TRE1-4 qF | TTCTCGCCGAGTCGAGTCAT | TcTRE1-4 RT-qPCR |
| TRE1-4 qR | CATTTGCACCGTGTGGAGGA |  |
| TRE2 qF | GCCAGGGTTGTAGCACTGAT | TcTRE2 RT-qPCR |
| TRE2 qR | CCACTACACTGAACCAGCGA |  |
| PC qF | GGACAGAGCCCACATTCACA | TcPC RT-qPCR |
| PC qR | TACAGCGTCAATGCCGTTGT |  |
| PEPCK qF | ACCGAAGTTGGACGCTTTGC | TcPEPCK RT-qPCR |
| PEPCK qR | CACCACGCTGATGCCTTTCA |  |
| SCAP qF | TTGGTCAGTGCCTCGCTAGA | TcSCAP RT-qPCR |
| SCAP qR | ACGCCTTCCTGTCCACATTG |  |
| SREBP1 qF | AGCTGTTCCCAGAAGATGCC | TcSREBP1 RT-qPCR |
| SREBP1 qR | TGCTGCTTGAGAGGTGAGAG |  |
| ChREBP qF | AGCGATGCTTCAGAAGGGTG | TcChREBP RT-qPCR |
| ChREBP qR | CTGCTGCCTCAAACACTCCA |  |

How the deposited data were processed for this re-analysis (not part of the article)

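RNA-Seq was available for 6 libraries, 3 from dsEGFP-injected and 3 from dsTcAMPKα-injected larvae, with the condition and replicate of each taken from the sample labels and the paper's Table 1. The authors aligned clean reads to Tcas5.2 with HISAT2 and assembled transcripts with StringTie. The authors deposited the FPKM of each transcript, which is divided by transcript length and library total. The authors also deposited the coverage of each transcript, a signal of reads per base that is not normalized between libraries. The authors' own test was DESeq2, and the deposited values hold no counts for it.

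From these tables, FPKM were added up by gene, with the gene name as identifier where one is given and the assembly's locus otherwise. Genes with a mean FPKM of at least 1 over the 6 libraries were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend). Genes passed with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Adjusted p values of single genes are limma's throughout. Gene sets were tested with limma's camera at a preset correlation of 0.01. An estimated correlation was also tried, and its result is given only for the ribosomal proteins of Table S3. All other camera p values are those at the preset correlation. Comparisons of a single value between groups used an exact permutation test, which cannot go below p = 0.1 with 3 libraries against 3. Python 3.11.15 with scipy 1.17.1 was used for correlations and permutation tests.

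The length correction removed from each library a smooth trend (lowess, span 0.4) of its log2 deviation from the gene mean on the length of the gene's most abundant transcript. The limma test was checked on simulated values for the 10981 tested genes with 200 genes changed by a known amount. It called 78.5% of the changed genes and 4 unchanged genes. A length trend was then added that differed between the groups and also between libraries of one group. Spearman's rho between log2 fold change and length was 0.770 in the unchanged genes, and no gene was called. The trend widened the spread within groups, so the lack of calls does not show that a length trend cannot create DEGs. In the real values 747 genes were called at a rho of 0.636. After the length correction rho was 0.0702, and 78% of the changed genes and 4 unchanged genes were called.

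Estimated reads lay between 33518139 and 37584930 per library. They are derived from coverage and carry no counting error of their own, so the precision stated is the spread between the 3 libraries of a group. Replicate numbers come from the paper's Table 1, and each sample is a pool of different larvae.

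The mitochondrial transcript and the named mitochondrial genes were chosen after their values were seen. The other genes named in the text follow a rule set before the data were examined. They are TcAMPKα, the genes that the paper's results or Table 4 name, rps3, the heat shock proteins, Retrovirus-related Pol and ATPase inhibitor genes of Tables S3 and S4, and the 5 largest rises and 5 largest falls among DEGs whose groups do not overlap. FAS1, brummer, InR2 and PI3K were matched through identical values in Tables 4 and S3. FAS2 to FAS5, ACC, GPAT3, the other trehalases, PC, PEPCK, IRS1, SREBP1, SCAP and ChREBP are given by identifiers that no table used here pairs with those of the deposited tables, and they were not analysed here. One Retrovirus-related Pol gene of Table S3 is an assembled locus that is part of a named gene, and it was not analysed here. The ribosomal protein set came from Table S3, because the reference table used here holds no descriptions. Lists of genes by process came from Table S2, and genes in parts of that table left out of the copy used here are missing from them. For the relation with RT-qPCR, only 4 genes could be used.

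The alternatives tried before the data were examined changed the pseudocount, the filter on low values, the scaling (median-ratio size factors, quantile normalization, TPM), the length correction, the test (limma-voom on estimated reads), the summary by gene, the replicate block, the thresholds and the libraries included. The ribosomal genes by gene ontology term or symbol, and the setting without mitochondrial transcripts in the total, were added after the data had been seen.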

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

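The tests of transcript length in this part were chosen after the rises had been seen, and those of scaling before their result was seen. The 5 largest rises among DEGs lie in genes that the paper does not discuss, and each was above the level of the dsEGFP libraries in all 3 dsTcAMPKα libraries, which the rule for choosing them required. Their log2 fold changes were 3.24 in LOC107398772, 2.81 in the unnamed locus on NW_015451537.1, 2.80 in LOC103313568, 3.30 in the unnamed locus on NW_015450214.1 and 2.98 in the unnamed locus on NC_007423.3. LOC103313568 shares its assembled locus with another named gene, and the locus on NW_015451537.1 was listed at 0 in all dsEGFP libraries and at 8.07, 4.60 and 5.73 FPKM in the dsTcAMPKα replicates.

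Among the 200 genes nearest in length, LOC103313568 lay at the percentile 99.5 and the other 4 at the percentile 100, but genes chosen as the largest rises lie near the top in any case, so this does not test transcript length. With the length correction, LOC107398772 (3.69) and the locus on NW_015451537.1 (3.04) still passed both thresholds. The loci on NW_015450214.1 (2.65) and NC_007423.3 (3.06) and LOC103313568 (1.84) did not pass the adjusted p. Median-ratio scaling changed the sizes little, and with TPM they were larger, from 3.07 in LOC103313568 to 3.69 in the locus on NW_015450214.1. With median-ratio size factors the log2 fold changes were 3.02 in LOC107398772, 2.71 in the locus on NW_015451537.1, 2.57 in LOC103313568, 3.10 in the locus on NW_015450214.1 and 2.86 in the locus on NC_007423.3. The last 2 then missed the threshold on the adjusted p, so whether they pass depends on the scaling, while the size of their rise does not come from it. The pseudocount mattered more for the unnamed loci. With 0.1 the rises were 5.92 on NW_015451537.1, 5.18 on NC_007423.3 and 4.53 on NW_015450214.1. Those of LOC107398772 (3.33) and LOC103313568 (2.85) changed little. Whether reads are shared with similar sequences elsewhere in the genome was not tested, since no genome sequence was used here, so a biological response to the knock-down cannot be told apart from that.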

How the results depend on the processing

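The number of DEGs was 747 (449 higher, 298 lower). It was 1619 with TPM (1400 higher), 121 with the length correction (46 higher, 75 lower), and 468 with each transcript tested on its own (286 higher, 182 lower). With the adjusted p alone it was 1807 (1226 higher, 581 lower), and with an absolute log2 fold change above 0.5 it was 1800 (1224 higher, 576 lower). The direction depended on the scaling: 60.1% of DEGs were higher in the main setting, 86.5% with TPM, 69.0% with limma-voom and total-count library sizes, 41.9% with quantile normalization (232 higher), 26.8% with median-ratio size factors (164 higher, 449 lower) and 30.6% with limma-voom and median-ratio size factors (181 higher). With the most abundant transcript only, 283 were higher. Across the 6 fits that each left out one library, DEGs ranged from 0 to 1198, those higher from 0 to 685 and those lower from 0 to 513. The 2 fits with 0 DEGs left out dsTcAMPKα replicate 1 or 2 and had 2909 and 2957 genes at an unadjusted p under 0.05. The fit with 1198 DEGs left out dsEGFP replicate 3. With the length correction, 96 of the 121 genes were among the 747. With mitochondrial transcripts left out of the total, a setting added after seeing the data, there were 600 DEGs (212 higher, 388 lower), and the median log2 fold change fell from 0.20 to 0.058, so the share of reads these transcripts take accounts for part of the dependence on scaling. The cause of the other changes was not tested.

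Replicate numbers are shared between the groups in Table 1, and same-numbered samples are different larvae. The correlation of their deviations from the group means was 0.0783 on average. With the replicate block the cuticle protein genes had an adjusted p of 0.000392 in limma's camera test, and there were 13 DEGs (3 higher, 10 lower), and 31 (11 higher, 20 lower) with the replicate block and the length correction.

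Spearman's rho between log2 fold change and transcript length was 0.636. It was 0.553 without a filter, 0.713 with a mean FPKM of at least 5, 0.587 with quantile normalization and 0.0284 after the length correction, with or without the replicate block, which the correction fixes in advance. It ranged from 0.530 to 0.662 with each library left out. The shift of the ribosomal protein set stayed below 0 under every alternative run, from -1.48 without dsEGFP replicate 3 to -0.72 after the length correction. In the other 9 splits of the 6 libraries its camera p was from 1.9e-13 to 0.00613. Each of these splits mixes libraries of both groups and so keeps part of any group difference. They are therefore no null for the camera p and cannot tell how far it can be relied on. A set drawn from the authors' own calls shows no stability by its p in any case. The ribosomal genes chosen by term or symbol after seeing the data had a shift of -0.76, and of -0.30 after the length correction (limma's camera test, adjusted p = 0.120). FAS1, InR2 and PI3K were higher under every alternative run except that FAS1 (LOC659179) reversed to -0.15 after the length correction, with or without the replicate block. Of the genes in Table S3, 215 were called in the main setting, 29 with the length correction, 138 with the most abundant transcript only, 5 with the replicate block, 8 with the replicate block and the length correction, and from 0 to 292 with each library left out.

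The correlation with RT-qPCR reversed to -0.42 with a mean FPKM of at least 5, which leaves 3 genes without brummer. Without the 10 genes of highest mean FPKM, the mean Pearson correlation was 0.804 within dsEGFP and 0.912 within dsTcAMPKα. With each library of the group left out it ranged from 0.912 to 0.987 within dsEGFP and from 0.949 to 0.984 within dsTcAMPKα. Between groups it was 0.941 on log2(FPKM + 1) and 0.941 as Spearman's rho. The difference in median log10 FPKM was 0.152 with TPM and 0.0279 over transcripts. For single named genes, 269 comparisons with an alternative stayed on the same side of the threshold on the adjusted p, 92 were weaker, 12 stronger and 2 reversed, both of these FAS1. With a mean FPKM of at least 5, 3 of the named genes were not tested.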

Differences from the paper's values

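The paper reports 1184 DEGs, and 747 were found here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (826), TPM (1619), limma-voom with total-count library sizes (855) and leaving out dsEGFP replicate 3 (1198) came within a factor of 1.5; the others did not. The paper reports 835 downregulated genes, and 298 were lower here. With the adjusted p alone there were 581 and with an absolute log2 fold change above 0.5 there were 576, within that factor; the other alternatives were not.

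The paper's Pearson correlation within the control samples is 0.81, and the mean was 0.946 here. Without the 10 genes of highest mean FPKM it was 0.804; none of the other alternatives closed the gap. For the dsTcAMPKα samples the paper's value is 0.94, and the mean was 0.967 here. Leaving out dsTcAMPKα replicate 3 gave 0.949; none of the other alternatives closed the gap.

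For brummer (LOC660502) the paper's log2 fold change is -2.20, and it was -0.88 here. With a pseudocount of 0.1 it was -1.73, and with limma-voom -2.25 with median-ratio size factors and -1.97 with total-count library sizes; these 3 were within the error, and the others were not. Its adjusted p was 0.152 here and ranged from 0.100 to 0.298 over the alternatives.

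The paper has more DEGs lower than higher, and here more were higher. The paper tested with DESeq2, so its scaling need not be that of the main setting. The 2 splits are therefore not directly comparable. With median-ratio size factors 164 were higher and 449 lower, which has the paper's direction. More were lower with median-ratio size factors, quantile normalization, limma-voom with median-ratio size factors, the length correction, the replicate block, both of these together, and without dsEGFP replicate 2 or dsTcAMPKα replicate 3. More were also lower (388, against 212 higher) with mitochondrial transcripts left out of the total, a setting chosen after seeing the values. The paper counts FAS1 (LOC659179) among its DEGs. Its adjusted p was 0.0503 here, and it passed both thresholds with a mean FPKM of at least 5 (0.0440) and with TPM (0.0208), with a range over the alternatives from 0.0208 to 0.661. The paper counts 3 heat shock proteins among the downregulated DEGs. Of the downregulated ones that the copy of Table S3 used here lists, heat shock protein 23 passed here, and heat shock protein 26 (LOC662203) passed only without dsEGFP replicate 3 (adjusted p = 0.0209, with a range from 0.0209 to 0.482). The paper names an ATPase inhibitor and a Retrovirus-related Pol polyprotein among its DEGs. The ATPase inhibitor LOC660203 passed without dsEGFP replicate 3 (adjusted p = 0.00561, with a range from 0.00561 to 0.344). The Retrovirus-related Pol gene on NW_015450628.1 passed with TPM (adjusted p = 0.0289) and without dsEGFP replicate 3 (adjusted p = 0.0174, with a range from 0.0174 to 0.473). The paper reports a rise of TRE1-3 (LOC659620), which is listed at 0 FPKM in 5 of the 6 libraries here.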

Other observations

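The tests of single genes by length, of the length relation within groups, of library size, of the label of dsEGFP replicate 3 and of the mitochondrial transcript were chosen after the result had been seen. The log2 fold change rose with transcript length (Spearman's rho = 0.636 across 10981 genes). Genes with transcripts of up to 500 nt had a median log2 fold change of -0.64 and 115 of the lower DEGs, and genes over 5000 nt had a median of 0.91, with 123 higher DEGs and 0 lower ones. Each dsTcAMPKα library showed it against the mean of the dsEGFP libraries (rho 0.554, 0.622 and 0.615). These comparisons share that mean, so a length deviation of the dsEGFP libraries would enter all of them. Among genes with a mean FPKM of at least 20 rho was 0.759, and among genes outside Table S3 and the gene sets tested it was 0.622, so neither low values nor the classes the paper discusses account for it. The mean estimated reads of the dsTcAMPKα libraries were 0.981 times those of the dsEGFP libraries, with overlapping ranges. Libraries of one group also differed in this respect. The dsEGFP replicate 1 against replicates 2 and 3 gave a rho of 0.338, the largest in size within a group, and the dsEGFP replicate 3 against replicates 1 and 2 gave -0.176. Differences in length representation between libraries, whatever their group, could therefore account for part of the relation. A smooth trend on length took up 28.8% of the variance of log2 fold changes across genes. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as strong a relation, as many DEGs (747), as many higher or lower DEGs, as many DEGs after the length correction (121) and as large a ribosomal shift. The design cannot give a share under 0.05. Another of these 4 splits, with dsEGFP replicate 1 beside dsTcAMPKα replicates 2 and 3, gave a rho of -0.576. That split keeps part of the real contrast with the sign turned, so it is no independent null. The other 6 splits part 1 pair each, and none of them had more than 1 DEG. The paper states that RNA integrity was checked and gives no value for it. The paper's Table 1 gives a GC content of 42.79% to 43.85% for the dsEGFP libraries and of 44.91% to 45.54% for the dsTcAMPKα libraries, and GC content by gene was not analysed here. No date or batch of library preparation was found in the labels or the paper. A difference between the groups in RNA quality or library preparation may explain the relation, as may a response to the knock-down, and these cannot be told apart here.

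The length relation bears on genes the paper names. TcAMPKα lay at the percentile 1 of the 200 genes nearest in length, so its fall is not explained by length. FAS1 lay at the percentile 51.5, InR2 at 82.5, PI3K at 86 and rps3 at 16.5, and their changes could not be told apart from those of genes of similar length. Brummer lay at the percentile 3, and the genes nearest to it in length had a median of 0.29, so the length relation runs against its fall. The 16 ribosomal genes chosen by term or symbol had a median log2 fold change of -0.56, at the percentile 6.75 of 10000 random lists of genes of the same length, whose median was -0.31. Their fall may therefore reflect transcript length, although after the length correction 10 of the 16 were still lower. The ribosomal genes of Table S3 kept a shift of -0.72 after the correction, but they were chosen by the authors as DEGs. The authors' DEGs matched here show the same pattern, with a median length of 597 nt for the 367 lower and 4104 nt for the 117 higher genes, against 1556 nt for all tested genes.

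The median log2 fold change of all tested genes was 0.20. With mitochondrial transcripts left out of the total it was 0.058, which is consistent with the share of reads they take, 22.2% ± 1.83 (SD, n = 3) in the dsEGFP libraries and 13.1% ± 0.833 (SD, n = 3) in the dsTcAMPKα libraries. An unnamed transcript of the mitochondrial sequence from 12557 to 14612 was chosen after its values were seen. It had 55025 ± 8660 FPKM (SD, n = 3) in the dsEGFP libraries and 17095 ± 1676 FPKM (SD, n = 3) in the dsTcAMPKα libraries, a log2 fold change of -1.68 (adjusted p = 0.0275 from limma), and it was lower in 3 of 3 libraries. The 13 named mitochondrial genes had a median log2 fold change of -0.13, with 7 lower and a range from -1.48 to 1.16. An even fall of all mitochondrial transcripts therefore does not account for the fall of this transcript. A fall shared by some of them is not excluded. The 4 named genes on the same strand had a median of -0.89, with ND1 (-1.29), ND5 (-0.93) and ND4 (-0.86) lower and ND4L (1.16) higher. The groups overlapped for ND5 and ND4L. On the other strand, ND3 (-1.48), ND6 (-1.01), ATP8 (-0.60) and CYTB (-0.13) were lower, with overlapping groups for all but ND6. COX1 (0.41), ATP6 (0.32), COX2 (0.10), COX3 (0.07) and ND2 (0.04) were higher there, all with overlapping groups. The test by strand was chosen after these values were seen. Fewer reads from the transcript's strand may account for part of its fall, but 4 genes, with overlapping groups for ND5 and ND4L, cannot decide this. The paper's text does not name this transcript.

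The dsEGFP replicate 3 stood apart from replicates 1 and 2 on the second principal component, which held 27.1% of the variance. Its TcAMPKα level of 56.9 FPKM lay above the highest dsTcAMPKα library (16.3), which goes against a mislabelled sample, and a trend on length took up 7.30% of the variance of its difference from replicates 1 and 2. The median of 18 cuticle protein genes was higher by 1.03 on the log2 scale in replicate 3, at the percentile 100 of 10000 random lists matched on expression. A different moulting stage of the larvae is a candidate explanation, but a single library has no replicate, and this cannot be told apart from other differences. Between the groups, the cuticle protein genes were lower in 13 of 18 cases with a shift of -0.79 (limma's camera test, adjusted p = 0.0145). After the length correction 12 of 18 were lower, with a camera p of 0.166 (adjusted p = 0.421). The adjusted p from camera was 0.125 with median-ratio size factors, 0.0896 with quantile normalization and 0.00952 with limma-voom and total-count library sizes, where the shift was -1.24. Whether the groups differed in moulting stage therefore depends on the setting and cannot be told here.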
